# *Argonaute2* Mediates Compensatory Expansion of the Pancreatic β Cell

**DOI:** 10.1016/j.cmet.2013.11.015

**Published:** 2014-01-07

**Authors:** Sudhir G. Tattikota, Thomas Rathjen, Sarah J. McAnulty, Hans-Hermann Wessels, Ildem Akerman, Martijn van de Bunt, Jean Hausser, Jonathan L.S. Esguerra, Anne Musahl, Amit K. Pandey, Xintian You, Wei Chen, Pedro L. Herrera, Paul R. Johnson, Donal O’Carroll, Lena Eliasson, Mihaela Zavolan, Anna L. Gloyn, Jorge Ferrer, Ruby Shalom-Feuerstein, Daniel Aberdam, Matthew N. Poy

## Abstract

Pancreatic β cells adapt to compensate for increased metabolic demand during insulin resistance. Although the microRNA pathway has an essential role in β cell proliferation, the extent of its contribution is unclear. Here, we report that *miR-184* is silenced in the pancreatic islets of insulin-resistant mouse models and type 2 diabetic human subjects. Reduction of *miR-184* promotes the expression of its target *Argonaute2* (*Ago2*), a component of the microRNA-induced silencing complex. Moreover, restoration of *miR-184* in *leptin*-deficient *ob/ob* mice decreased *Ago2* and prevented compensatory β cell expansion. Loss of *Ago2* during insulin resistance blocked β cell growth and relieved the regulation of *miR-375*-targeted genes, including the growth suppressor *Cadm1*. Lastly, administration of a ketogenic diet to *ob/ob* mice rescued insulin sensitivity and *miR-184* expression and restored *Ago2* and β cell mass. This study identifies the targeting of *Ago2* by *miR-184* as an essential component of the compensatory response to regulate proliferation according to insulin sensitivity.

## Highlights

• Silencing of *miR-184* during insulin resistance promotes its target Ago2
• Loss of *Ago2* during insulin resistance blocks pancreatic β cell proliferation
• *Ago2* mediates the suppression of *Cadm1* by *miR-375* in the β cell
• Administration of the ketogenic diet to *ob/ob* mice rescues *miR-184* in islets

## Introduction

Adaptation to environmental stress is a fundamental cellular process that promotes the maintenance of the physiologic steady state (Spriggs et al., 2010). Stress responses have been shown to induce numerous changes, such as activation of gene expression programs, which have evolved to allow for the cell to promote its own survival (Kültz, 2005, Ebert and Sharp, 2012). For example, in response to insulin resistance, the pancreatic β cell undertakes measures to proliferate and increase its output of secreted insulin. A coordinated increase in both β cell mass and secretory function constitutes the compensatory response to maintain normoglycemia (Muoio and Newgard, 2008). Although the underlying mechanisms directing these processes are still not completely understood, several studies have illustrated a role for metabolic changes in catalyzing β cell expansion (Steil et al., 2001). Furthermore, cellular pathways enabling the β cells to proliferate and adapt to increases in metabolic load may act by ultimately promoting signaling cascades essential to increasing both secretion and islet mass (Rhodes, 2005).

Recent evidence has shown the microRNA (miRNA) pathway as an important regulator of gene expression in response to metabolic stress (Leung and Sharp, 2010). Central to this mechanism are the Argonaute (Ago) proteins, which mediate this pathway by facilitating the interaction between miRNAs and their target mRNAs (Höck and Meister, 2008, Bartel, 2009). In addition, Ago proteins have been shown to accumulate in stress granules upon exposure to oxidative stress; however, their role in this compartment is not understood (Leung et al., 2006). Although loss of Argonaute2 (Ago2) expression in the MIN6 β cell line model resulted in enhanced secretion, its role in the stress response of the β cell has not been described (Tattikota et al., 2013).

We have previously shown that loss of *miR-375* expression, among the most abundant miRNA in the pancreatic islet, inhibited the compensatory β cell proliferation in *leptin*-deficient *ob/ob* mice and resulted in severe hyperglycemia and diabetes (Poy et al., 2009). The absence of any dramatic effect on the development or specification of the different cell populations in the *miR-375* knockout mouse may indicate a larger role for this miRNA in stress responses (Mendell and Olson, 2012). Furthermore, these observations suggest that many of the targets of *miR-375* are also relevant to the adaptive response of the β cell and likely play a role in proliferation during metabolic stress. Although extensive sequencing efforts have identified ∼2,000 mature miRNA sequences in human tissues, relatively little is understood regarding how small RNAs coordinately function in these cellular processes (Kozomara and Griffiths-Jones, 2011).

Here, we show that *miR-184* is silenced during insulin resistance to promote the expression of Ago2 in the pancreatic β cell. Deletion of *Ago2* in *ob/ob* mice reduced compensatory proliferation of this cell type, thereby underlining an integral role for the miRNA pathway in this process. Moreover, we observed that Ago2 mediates the function of *miR-375* in regulating the growth suppressor *Cadm1*. Taken together, our results show that several components of the miRNA pathway contribute in a concerted effort to facilitate proliferation of the β cell to meet metabolic demand during insulin resistance.

## Results

### Silencing of *miR-184* in the Pancreatic β-Cell Promotes Its Target Argonaute2

In light of the essential role of *miR-375* in adaptive growth of the pancreatic β cell, we first sought to identify the additional components of the miRNA pathway that coordinately mediate this mechanism. We performed small RNA sequencing on total RNA from islets of 12-week-old *ob/ob* mice (Table S1 available online). Consistent with results by Zhao et al. (2009), expression of *miR-184* was the most reduced miRNA identified (Figure 1A; Table S1). We then measured *miR-184* in the islets of *ob/ob* mice from age 4–16 weeks and observed the decrease in expression starting at 8 weeks of age with the onset of resistance (Figures 1B, S1A, and S1B). Similarly, the pri-*miR-184* transcript in the islets of *ob/ob* mice by quantitative real-time PCR was also silenced, indicating that this miRNA is regulated on a transcriptional level (Figure 1C). As recently described, *miR-184* is enriched in pancreatic β cells as shown by quantitative real-time PCR from fluorescence-activated cell sorting (FACS)-sorted, GFP-positive β cells (MIP-GFP) (Figure 1D) (Hara et al., 2003, van de Bunt et al., 2013). We also observed a similar loss of expression of mature *miR-184* in the islets of 12-week-old *leptin receptor*-deficient *db/db* mice and in mice on a high-fat diet (HFD; 60% calories from fat), all of which showed that this observation is not limited to one mouse model of obesity and insulin resistance (Figures 1E and 1F). In contrast to *miR-184*, *miR-375* was modestly increased in HFD-fed animals as previously observed in *ob/ob* mice (Figure 1G) (Poy et al., 2009). In addition, the suppression of *miR-184* was not observed in the eye of *ob/ob* mice, the highest site at which expression has been measured (Figures S1C and S1D).

**Figure 1:**
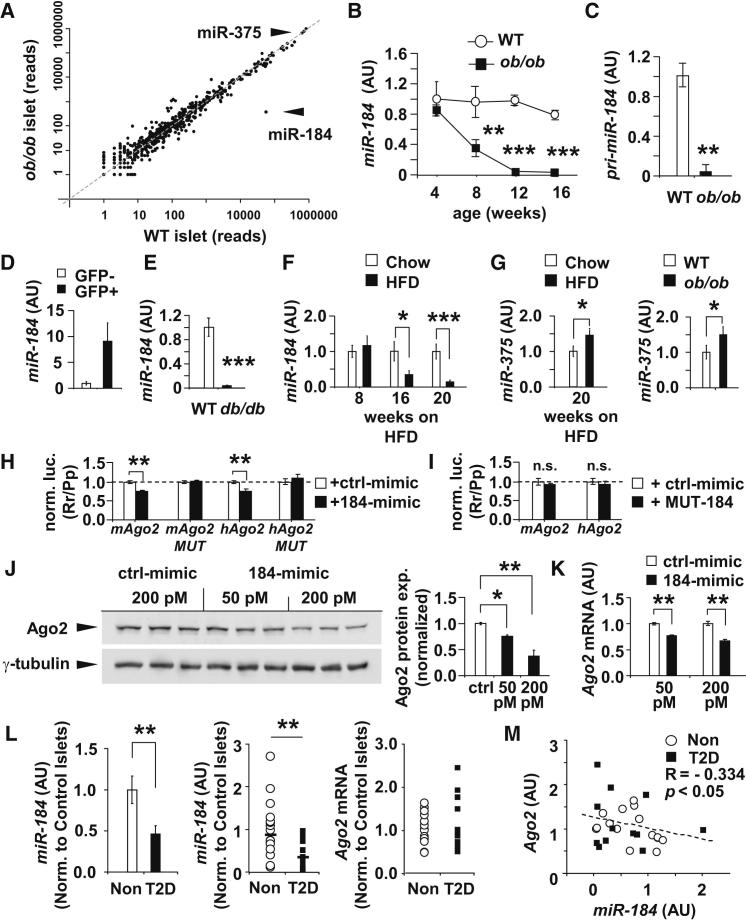
*miR-184* Is Silenced during Insulin Resistance and Directly Targets *Argonaute2* (A) Comparison of small RNA sequencing analysis from total RNA from islets of 12-week-old *ob/ob* and wild-type (WT) littermates. (B) Quantitative real-time PCR analysis of *miR-184* in islets of *ob/ob* and WT mice from 4–16 weeks of age (n = 3–5). (C) Quantitative real-time PCR analysis of pri-*miR-184* in islets of *ob/ob* mice and WT littermates at 16 weeks of age (n = 3–5). (D) Quantitative real-time PCR analysis of *miR-184* in FACS-sorted β cells from 16-week-old mouse *insulin* promoter-GFP mice (n = 6). (E) Quantitative real-time PCR analysis of *miR-184* in islets of *db/db* mice and WT littermates at age 12 weeks (n = 4). (F) Quantitative real-time PCR analysis of *miR-184* in islets of C57BL/6 mice on high-fat diet (HFD) or chow diet. (G) Quantitative real-time PCR analysis of *miR-375* in islets of C57BL/6 mice on HFD or chow diet and in islets of *ob/ob* mice and littermates at age 12 weeks (n = 6). (H and I) Luciferase assays in MIN6 cells testing direct targeting of mouse and human *Ago2* genes by *miR-184* (184-mimic) or mutant (MUT-184). (J and K) Western blot and quantitative real-time PCR analysis of *Ago2* after transfection of *miR-184*-mimic and scrambled control. (L) Quantitative real-time PCR analysis of *miR-184* and *Ago2* in islets from nondiabetic (Non) and type-2 diabetic human subjects (T2D) after normalization to *RNU6b* and *TBP*, respectively, expressed as fraction of control islets. p values represent a Mann-Whitney significance test (p = 0.009 for *miR-184*). (M) Correlation of quantitative real-time PCR analysis from (L) of *Ago2* and *miR-184* in individual T2D (n = 12) and nondiabetic (n = 15) human subjects. Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. See also Figure S1 and Tables S1 and S2.

In order to identify direct targets of *miR-184*, we induced its expression in the MIN6 line with doxycycline after transfection with plasmids expressing the rtTA transactivator and *miR-184* under control of the operator sequence of the *Escherichia coli* tetracycline-resistance operon (*184-tetO*). 

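MIN6 is a mouse insulinoma line with properties of pancreatic β cells. Its RNA was measured on 12 Illumina MouseWG-6 v2 arrays, 2 for each of 6 groups. The untransfected control received doxycycline without plasmids. The transfected control carried both plasmids and received no doxycycline. The induced cells carried both plasmids and received 1 µg/ml doxycycline for 16, 24, 48 or 72 hr. The labels give no harvest time for either control. Each of 2 slides held 1 array of every group in the same order, so that position on the slide and group cannot be told apart. The authors deposited signal intensities averaged over the beads of a probe, with a detection p-value for each probe and array. Between 15243 and 16737 of the 45281 probes had a detection p under 0.01 on each array. The signals were background corrected, quantile normalized and set on the log2 scale by neqc, and 12001 features, of which 9493 were named genes, were tested with limma. Induced arrays were compared with the transfected control, and p-values were adjusted by the Benjamini-Hochberg method. Arrays of 1 slide deviated from their group means together, with a median correlation of 0.434 over the 15 pairs of groups. Values from a fit with the slide as a block are therefore given where they change a call. No annotated probe is named for miR-184, so the arrays do not measure its induction. The number of arrays limits the precision of every value.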

Illumina WG6v2 arrays measured changes in gene expression after 16 hr of treatment with doxycycline in triplicate (Figure S1E). 

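Laptm4a, which encodes a transmembrane protein of lysosomes, was lower 16 hr after induction than in the transfected control, with a log2 fold change of −1.75. It was lower on both slides (−1.97 and −1.54). Nmu, which encodes the neuropeptide neuromedin U, was not well above background in the transfected control and was at least 1.16-fold higher after 16 hr. Among genes of vesicle release, Syt7 was higher (0.74) without passing the test over all features.
With the slide as a block, Laptm4a was the only feature that passed an adjusted p of 0.05 in limma (SE 0.15, adjusted p = 0.000361), and Nmu did not pass (adjusted p = 0.263). Without the block no feature passed, and Laptm4a had an SE of 0.34 and an adjusted p of 1. At an unadjusted p under 0.05 there were 101 features without the block, 54 higher and 47 lower, and 269 with it, where chance alone gives about 600. The p-values of this comparison thus ran high, and the lack of calls does not show that nothing changed. The fit shares the spread of all groups. The SD between replicate arrays was 0.23 at 16 hr and 0.27 in the transfected control, and 0.34 and 0.31 at 48 and 72 hr. Genes were ranked in the fit without the block. Beside Laptm4a, the 9 genes with the smallest p-values among those lower on both slides were Hsp90b1 (−0.44), Memo1 (−0.62), Ppip5k2 (−0.70), Pold2 (−0.55), Hip1r (−0.47), Vcl (−0.65), Scap (−0.50), Nipsnap1 (−0.36) and Smap2 (−0.41). Those higher on both slides, beside Nmu and Syt7, were Rflna (0.64), Cst3 (0.35), Sct (0.60), Rsph1 (0.58), Smpdl3a (0.65), Rnf220 (0.63), C330018D20Rik (0.59) and Cldn7 (at least 1.53-fold). Against the untransfected control, Sct (−0.13) and Rflna (−0.10) were not higher.
None of 24 gene lists, written before the data were examined, passed camera without the block. The 25 tested genes of the unfolded protein response had a median log2 fold change of −0.12 (adjusted p = 0.0547, or 0.963 with an estimated correlation between genes). The immediate early genes had a median of −0.16 and passed with the block (adjusted p = 0.0353), though not with an estimated correlation (0.984), and against the untransfected control their median was 0.06. The medians were −0.01 for 27 genes of β-cell identity, −0.09 for 25 genes of exocytosis and 0.02 for 40 genes of the cell cycle. Adjusted over the list alone, 1 of these, Syt7, passed with the block.
A fit with the slide as a block and without the 48 and 72 hr arrays, chosen after the data were seen, called Laptm4a lower and Plekhg6 (0.98), Sct, Nmu, Spata45 (1.17) and Rflna higher, 6 in all. Of these, Plekhg6 was at −0.17 against the untransfected control.

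**Figure D1:**
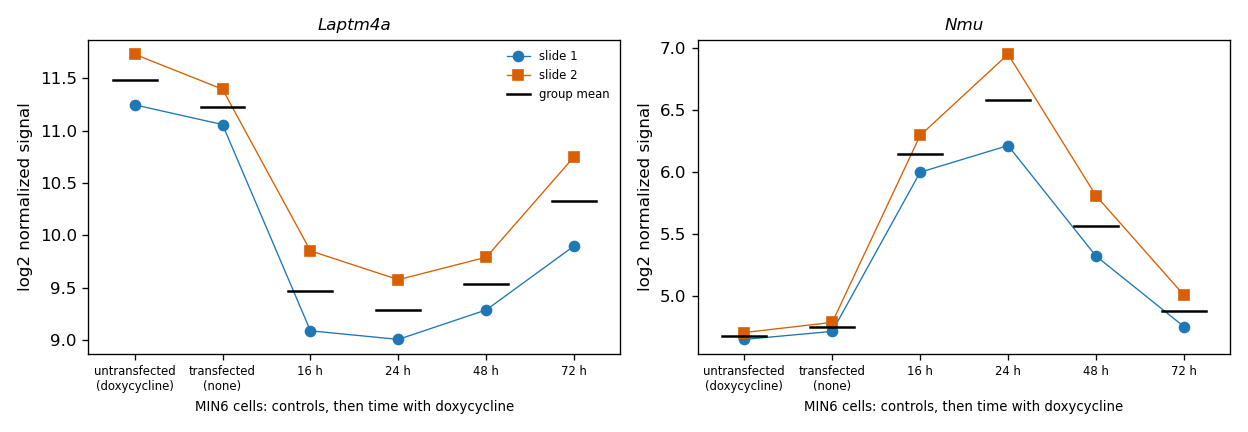
Log2 normalized signal of Laptm4a and Nmu on each array, by group, with points of 1 slide joined and black bars at the group means. Laptm4a lies lower on both 16 hr arrays than on the transfected control array of the same slide, by −1.97 and −1.54.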

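Ago2, which encodes an Argonaute protein that binds miRNAs, was lower on both slides after 16 hr of induction, without passing the test over all features. The log2 normalized signal of Ago2 was 9.21 ± 0.64 (SD, n = 2) in induced cells and 9.58 ± 0.45 (SD, n = 2) in the transfected control. The difference lay within these SDs, which include the difference between the slides. Slc25a22, which encodes a mitochondrial glutamate carrier, was not well above background. Of 14 genes reported as miR-184 targets and listed in advance, 9 were measured well enough to be tested, and 4 were lower and 5 higher.
The log2 fold change of Ago2 was −0.37 (SE 0.32, adjusted p = 1 from limma), and −0.51 and −0.24 on the slides. With the slide as a block it did not pass either (SE 0.18, adjusted p = 1). Adjusted over the list alone, that of 11 tested genes the paper names, its p was 0.757, and 0.336 with the block. The other 2 probes of Ago2 also read lower, by −0.18 and −0.32. In order of log2 fold change, Ago2 was 226th from the lowest of 12001 features. Without induced 16 hr replicate 1, the value for Ago2 at 16 h was 0.08 where the remaining array was set against controls of both slides, and −0.14 with the slide as a block. Without induced 16 hr replicate 2 these values were −0.82 and −0.61, and neither passed (adjusted p = 1.00 and 1).
The probe of Slc25a22 had a detection p under 0.01 on 1 of 12 arrays. Its signals before normalization were 93.4 and 125.1 in the transfected control and 82.4 and 90.3 after 16 hr. In the untransfected control they were 81.7 and 105.1. On the normalized scale the 16 hr arrays did not read lower than the untransfected control. Of the other reported targets, Inppl1 (−0.20), Cdc25a (−0.14) and Bcl2 (−0.25) were lower on average and Akt2 (0.18), Crtc1 (0.04), Numbl (0.02) and Fzd7 (0.02) higher. Sox7 was not well above background in the transfected control and was at least 1.04-fold higher. None passed, and the list did not pass camera (adjusted p = 0.953). Of the other genes the paper names, Tph1 (0.70), Cadm1 (0.22), Tph2 (0.18), Tbp (0.05) and Gphn (0.03) were higher on average, and none passed. Elavl4 (−0.11), Tubg1 (−0.21) and Gcg (−0.22) were lower and did not pass. Against the untransfected control, Tph1 (−0.29), Cadm1 (−0.13) and Gphn (−0.13) took the other sign. Quantile normalization gave Ins2 the same value (15.53) on the 16 hr and transfected control arrays, so that its change could not be read. The 22 tested genes of the Argonaute and miRNA pathway had a median of −0.06, with Dicer1 at −0.28, and the list did not pass (adjusted p = 0.744). Binding sites of miR-184 were not examined, since no 3′ UTR sequence was used here. The paper carried out the induction to identify direct targets of miR-184.

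**Figure D2:**
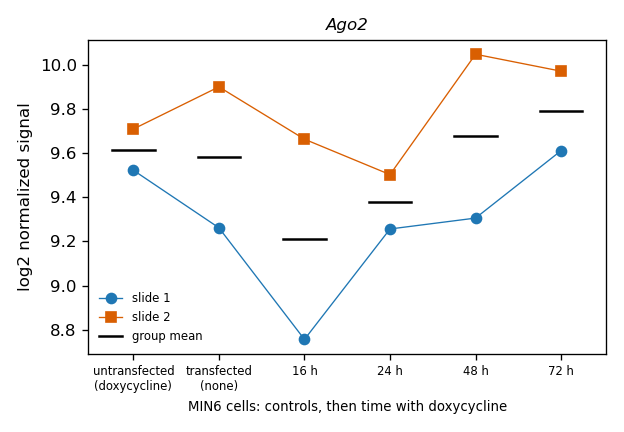
Log2 normalized signal of Ago2 on each array, by group, with points of 1 slide joined and black bars at the group means. The 16 hr arrays read 8.76 and 9.66, and those of the transfected control 9.26 and 9.90.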

Several computationally predicted genes for *miR-184* were downregulated in both the array and luciferase-based experiments, including *Ago2* (Figure 1H; Figures S1F–S1H) (Friedman et al., 2009). We cloned a portion of the mouse 3′ UTR of *Ago2* (912 nt) and the complete human UTR of *Ago2* (899 nt) into a luciferase reporter construct and observed decreased activity in the presence of the *miR-184* mimic. In addition, mutating six nucleotides in the binding site within the mouse or human UTR (at position 152) from UCCGUCC to CGGGCGG abolished the inhibitory effect of *miR-184* (Figure 1H). Conversely, transfecting a mutant *miR-184* mimic had no effect on reporter activity from constructs bearing either the mouse or human *Ago2* 3′ UTR sequences (Figure 1I). Western blotting after overexpression of *miR-184* resulted in an approximately 60% decrease in Ago2 protein levels, whereas quantitative real-time PCR revealed a 40% decrease in *Ago2* mRNA in MIN6 cells (Figures 1J and 1K).

To address the relevance of this microRNA:target interaction in the islets of human subjects, we measured the expression of *miR-184* and *Ago2* in the pancreatic islets from 15 nondiabetic and 12 type 2 diabetic (T2D) donors. *miR-184* was significantly decreased in T2D islets, indicating that the expression of this specific miRNA is linked to changes in metabolic status in both mice and humans (Figure 1L; Table S2). Whereas levels of *Ago2* were not statistically significantly increased in T2D donor islets compared to the nondiabetic cohort, the inverse correlation between *Ago2* and *miR-184* expression was significant across the entire cohort (Figure 1M).

### Argonaute2 Regulates β-Cell Proliferation

We next measured Ago2 expression in the islets of insulin-resistant *ob/ob* mice and observed increased levels at 8 weeks of age, whereas Ago1 was not altered (Figure 2A). Similarly, Ago2 levels were increased in islets isolated from 12-week-old *db/db* mice and C57BL/6 mice on a HFD for 16 weeks (Figures 2B). As shown in other tissues, *Ago2* is the most abundant of the Ago family in GFP-positive β cells as measured by quantitative real-time PCR (Figures 2C and S2A) (Wang et al., 2012). To understand the contribution of *Ago2* to growth and function of the β cell, we generated transgenic mice bearing the mouse *Ago2* cDNA under the regulatory control of a tetracycline-responsive promoter element and crossed them with mice expressing the reverse tetracycline-controlled transactivator (rtTA) protein under the control of the rat *insulin2* (Ins-rtTA) promoter as described (*dox-Ago2*) (Nir et al., 2007). Administration of doxycycline via drinking water for 30 days to four different lines (14, 30, 61, and 69) resulted in ∼1.5- to 25-fold increase of Ago2 protein levels in isolated islets (Figures 2D and S2B). Characterization of all lines showed no changes in body weight, random glucose, or insulin levels. After a glucose challenge, *dox-Ago2* mice (line 30) exhibited transiently elevated glucose levels compared to littermates; however, no difference was observed in insulin sensitivity (Figures S2C and S2D). Moreover, acute-phase plasma insulin levels were diminished after glucose challenge, indicating reduced insulin release (Figure S2E). Morphometric analysis in *dox-Ago2* (line 30) animals showed increased β cell mass in addition to increased insulin-positive cell number and BrdU incorporation compared to littermates (Figures 2E–2H).

**Figure 2:**
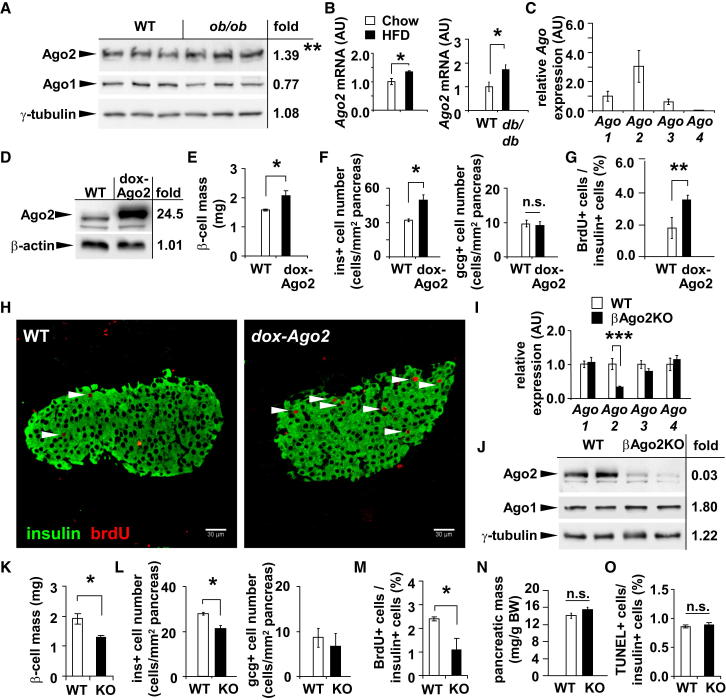
*Argonaute2* Is Increased during Insulin Resistance and Promotes β-Cell Proliferation (A) Western blot analysis of Ago1 and Ago2 from islets of 8-week-old *ob/ob* mice and wild-type (WT) littermates. (B) Quantitative real-time PCR analysis of *Ago2* in islets after 16 weeks HFD and from 12-week-old *db/db* mice (n = 3–6). (C) Quantitative real-time PCR analysis of *Argonaute* genes in FACS-sorted β cells from 12-week-old MIP-GFP mice (n = 3). (D) Western blot analysis of Ago2 from islets of 10-week-old *dox-Ago2* mice (line 30) and WT littermates. (E) β cell mass analysis of 10-week-old *dox-Ago2* mice (line 30) and WT (n = 3). (F) Morphometric analysis of insulin+ and glucagon+ cells in *dox-Ago2* and WT at age 10 weeks (n = 5–6). (G and H) Ratio of BrdU (red) and insulin+ cells (green) in 10-week-old *dox-Ago2* mice and WT littermates (n = 4) after immunostaining. Scale bars = 30 μm. (I) Quantitative real-time PCR analysis of *Argonaute* family members in islets of 10-week-old βAgo2KO mice and littermates (n = 4). (J) Western blot analysis of Ago2 and Ago1 from islets of 10-week-old βAgo2KO mice and WT. (K) β cell mass analysis of 10-week-old βAgo2KO and WT mice (n = 3). (L) Morphometric analysis of insulin+ and glucagon+ cells in βAgo2KO and littermates at 10 weeks of age (n = 5–6). (M) Ratio of BrdU+ and insulin+ cells in βAgo2KO and littermates at 10 weeks of age (n = 5–6). (N) Pancreatic mass to total body mass ratio of βAgo2KO and littermates at 10 weeks of age (n = 5). (O) Ratio of TUNEL+ and insulin+ cells in βAgo2KO and littermates (n = 3). Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01. See also Figure S2.

We then established the conditional deletion in β cells by crossing mice bearing the floxed allele of the *Ago2* gene with animals expressing Cre-recombinase under control of the rat *insulin* promoter (βAgo2KO) (O’Carroll et al., 2007, Herrera, 2000). Quantitative RT-PCR and western blotting analysis confirmed an efficient reduction in *Ago2* expression in islets from βAgo2KO mice compared to littermate controls (Figures 2I and 2J). In contrast, Ago1 was upregulated in islets isolated from βAgo2KO mice, suggesting a degree of compensation by this family member on the protein level (Figure 2J). Both random-fed and fasted glucose and insulin levels were unchanged; however, βAgo2KO mice exhibited improved glucose tolerance without any alteration in insulin sensitivity at 10 weeks of age compared to littermates (Figures S2F and S2G). As previously observed in the MIN6 model, loss of *Ago2* expression in vivo resulted in enhanced secretion of insulin after glucose challenge (Figure S2H) (Tattikota et al., 2013). In contrast to *dox-Ago2* mice, we observed decreased β cell mass and number, BrdU incorporation, and pancreatic insulin content in βAgo2KO animals without any change in islet architecture, α cell number, or total pancreatic mass (Figures 2K–2N, S2I, and S2J). Moreover, no change was detected in TUNEL-positive β cells, indicating cell death was not a primary mechanism for the effect on β cell mass (Figure 2O). Lastly, we measured an increase in both β cell size and the total number of granules (Nv, measured as LDCV volume density), whereas the number of docked granules remained unchanged (Ns, LDCV surface density) in βAgo2KO mice compared to their littermates using electron micrographs (Figure S2K).

### Loss of *miR-184* Expression Promotes β-Cell Proliferation

To determine the functional role of *miR-184* in the β cell, we characterized the constitutive *miR-184*-knockout mouse (184KO) for changes in β cell proliferation, insulin release, and glucose homeostasis. The loss of *miR-184* expression resulted in decreased fasted glucose levels and increased fasted plasma insulin levels (Figures 3A–3C). Consistent with loss of *miR-184* expression during insulin resistance, morphometric analysis of pancreatic sections from 184KO mice showed an increase in β cell mass and number and BrdU incorporation rate (Figures 3D–3F). Moreover, in line with islet expression analysis in insulin-resistant models, Ago2 expression was increased in *miR-184*-deficient islets (Figures 3G and 3H). Knockout mice exhibited transiently elevated insulin release and improved tolerance after glucose challenge, indicating additional targets, such as *Slc25a22*, an established regulator of insulin release, may mediate the effect of *miR-184* on secretion (Figures S1H, S3A, and S3B) (Casimir et al., 2009). Lastly, insulin sensitivity was unchanged in 184KO mice, indicating that loss of this miRNA in the β cell does not contribute to insulin resistance (Figure 3I).

**Figure 3:**
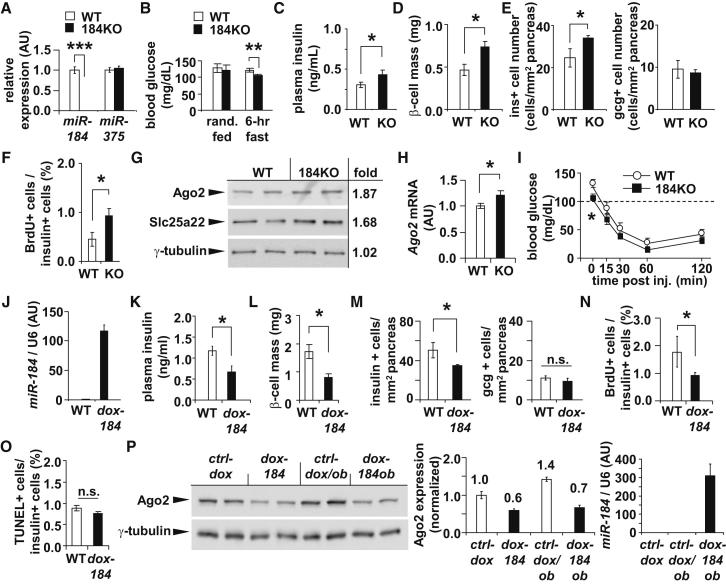
*miR-184* Regulates *Ago2* and Pancreatic β-Cell Proliferation In Vivo (A) Quantitative real-time PCR analysis of *miR-184* and *miR-375* in islets of 10-week-old 184KO mice and wild-type (WT) littermates (n = 4). (B) Blood glucose of 10-week-old 184KO mice and littermates (n = 4). (C) Fasted plasma insulin levels of 10-week-old 184KO mice and littermates (n = 4). (D) β cell mass analysis of 10-week-old 184KO and WT mice (n = 4). (E) Morphometric analysis of insulin+ and glucagon+ cells in 184KO and WT at 10 weeks of age (n = 3). (F) Ratio of BrdU (red) and insulin+ cells (green) in 12-week-old 184KO mice and WT (n = 3). (G) Western blot analysis of Ago2, Slc25a22, and γ-tubulin from islets of 184KO mice and WT. (H) Quantitative real-time PCR analysis of *Ago2* in islets of 10-week-old 184KO mice and littermates (n = 4–5). (I) Blood glucose levels during an ITT on 10-week-old 184KO mice and WT (n = 4–5). (J) Quantitative real-time PCR analysis of *miR-184* in islets of 12-week-old *dox-184* mice and WT mice after 15 days on doxycycline (n = 4). (K) Plasma insulin levels of 10-week-old *dox-184* mice and WT after 15 days on doxycycline (n = 4). (L) β cell mass analysis of 10-week-old *dox-184* mice and WT after 15 days on doxycycline (n = 3). (M) Morphometric analysis of insulin+ and glucagon+ cells in 10-week-old *dox-184* mice and WT (n = 4). (N) Ratio of BrdU and insulin+ cells in *dox-184* mice and WT (n = 4). (O) Ratio of TUNEL+ and insulin+ cells in *dox-184* mice and WT (n = 3). (P) Western blot analysis of Ago2 and γ-tubulin after ex vivo treatment of doxycycline on the islets of *dox-184* and *dox-184ob* mice compared to islets from respective control lean or *ob/ob* littermates. Densitometry is normalized to γ-tubulin expression of *ctrl-dox* islets. Quantitative real-time PCR analysis of *miR-184* in *dox-184ob* mice and *ob/ob* littermates. Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01. See also Figure S3.

### Restored Expression of *miR-184* in *ob/ob* Mice Inhibits Ago2 and β-Cell Proliferation

Two gain-of-function models for *miR-184* were then generated in order to restore its expression in the β cell and validate the regulation of *Ago2* by this miRNA during insulin resistance. Similar to *dox-Ago2* mice, Ins2-rtTA mice were crossed to newly generated mice bearing the mouse *miR-184* precursor under regulatory control of a tetracycline-responsive promoter element (*dox-184*). Administration of doxycycline for 15 days via drinking water (1 mg/ml) resulted in ∼100-fold increase in expression (Figure 3J). No change was observed in body weight; however, *dox-184* animals exhibited decreased plasma insulin levels, β cell mass and number, and BrdU incorporation (Figures 3K–3N and S3C). The number of apoptotic cells was unchanged, indicating the hyperglycemia (>250 mg/dl) and glucose intolerance in *dox-184* mice were due to a decrease in β cell mass and rate of proliferation (Figures 3O and S3D–S3F). Isolated islets from *dox-184* mice treated with doxycycline for 48 hr ex vivo exhibited decreased *Ago2* expression (Figure 3P). Moreover, we crossed *dox-184* mice onto the *ob/ob* background (*dox-184ob*) and observed a 50% reduction in Ago2 expression after doxycycline treatment and restoring expression of *miR-184* (Figure 3P). Furthermore, whereas islet levels of *miR-375* and Ago1 were unchanged, random blood glucose levels increased and plasma insulin levels were significantly reduced in *dox-184ob* mice (Figures S3G–S3J). An additional transgenic model of constitutive overexpression was developed to further confirm the role of *miR-184* in β cell growth and function. We focused on three independent mouse lines (*Tg-96*, *Tg-04*, and *Tg-32*), which showed by Southern analysis varying numbers of the transgene containing the *miR-184* precursor sequence under control of the rat *insulin* promoter (Figure S3K). All lines exhibited a mild decrease in body weight, but the highest overexpression of *miR-184* (∼100-fold in *Tg-04* and *32*) resulted in severe hyperglycemia and reduced systemic insulin levels, whereas a 5-fold increase (*Tg-96*) induced glucose intolerance and impaired insulin release (Figures S3L–S3Q). Similar to *dox-184* animals, *Tg-04* and *Tg-32* animals exhibited hyperglycemia and reduced circulating insulin due to loss of β cell mass and pancreatic insulin content (Figures 4A–4G and S4A–S4G). Crossing *Tg-04* animals onto the *ob/ob* background (*04ob*) resulted in sustained expression of *miR-184* and did not compromise the most abundant miRNAs, such as *miR-375* (Figures 4A and 4B). As in *dox-184ob* mice, *04ob* mice exhibited severe hyperglycemia as a result of diminished insulin levels and β cell mass and ultimately contributed to weight loss (Figures 4C–4I). Lastly, restoring expression of *miR-184* in β cells of *04ob* mice suppressed *Ago2* expression compared to *ob/ob* littermates (Figure 4J).

**Figure 4:**
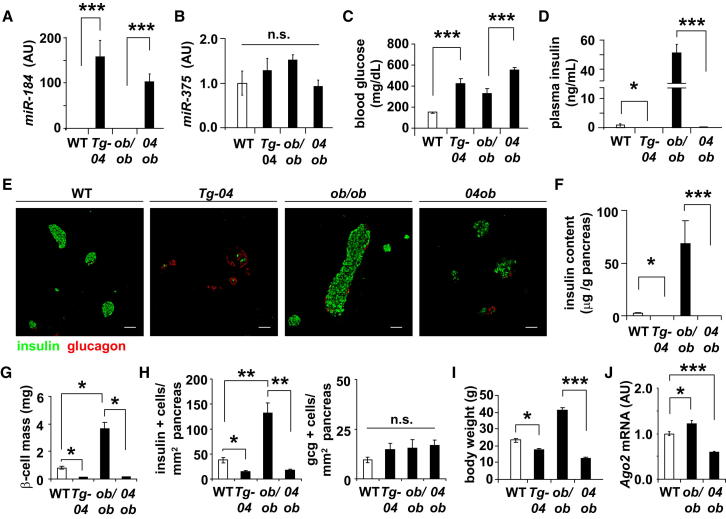
Restoration of *miR-184* during Insulin Resistance Inhibits Compensatory β-Cell Proliferation (A) Quantitative real-time PCR analysis of *miR-184* in islets of 8-week-old wild-type (WT), *Tg-04*, *ob/ob*, and *04ob* mice (n = 3). (B) Quantitative real-time PCR analysis of *miR-375* in islets of 8-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 4). (C) Random blood glucose of 8-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 4–12). (D) Plasma insulin concentrations of 8-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 3–6). (E) Immunostaining analysis of pancreatic sections in 8-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice for insulin (green) and glucagon (red). Scale bars = 50 μm. (F) Pancreatic insulin content in 8-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 4–6). (G) β cell mass analysis of 10-week-old WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 3). (H) Quantification of insulin+ and glucagon+ cells per area of pancreas in WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 4). (I) Body weight analysis of WT, *Tg-04*, *ob/ob*, and *04ob* mice (n = 4–12). (J) Quantitative real-time PCR analysis of *Ago2* in islets of 10-week-old WT, *ob/ob*, and *04ob* mice (n = 4–5). Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. See also Figure S4.

### Argonaute2 Mediates *miR-375* Function

We next measured the expression of *miR-375*-targeted genes in islets from βAgo2KO mice and confirmed increased protein expression in vivo (Figure S5A) (Tattikota et al., 2013). Conversely, expression analysis of these *miR-375* targets in islets from *dox-Ago2* mice showed decreased levels by quantitative real-time PCR (Figure S5B). While immunoprecipitation of Ago2 from untransfected MIN6 cells efficiently recovered *miR-375*, we observed an enrichment of *Gephyrin*, *Elavl4/HuD*, and *Rasd1* in the Ago2-containing complexes compared to control pull-downs (Figures S5C and S5D). Moreover, overexpression (OE) of *Ago2* recovered higher levels of these specific mRNAs, whereas transfection of inhibitory antisense oligonucleotides against *miR-375* (AS 375) depleted their presence in the protein complex (Figure S5D). We also observed that expression of the growth suppressor *Cadm1* was increased in islets of βAgo2KO mice, further indicating that the regulation of several targets of *miR-375* was dependent on *Ago2* (Figures 5A and 5B) (Poy et al., 2009). The higher levels of *miR-375* target genes were accompanied by no change in *miR-375* expression, indicating that the loss of Ago2 can nullify the impact of abundant miRNAs on their respective targets (Figure 5B). We next measured *Cadm1* expression after siRNA-mediated knockdown of *Ago2* in MIN6 cells and observed a similar increase, but not after knockdown of *Ago1* (Figures 5C and 5D). In addition, increasing Ago2 levels in both islets of *dox-Ago2* mice and in MIN6 cells (Ago2OE) decreased *Cadm1* expression (Figures 5E and 5F). As observed with the other *miR-375* targets, we detected enrichment of *Cadm1* in Ago2-containing complexes, indicating its regulation was also dependent upon this member of the Ago family (Figure 5G). In line with its established role as a growth suppressor, morphometric analysis in *cadm1*-deficient mice (cadm1KO) showed increased β cell mass and number and BrdU incorporation without any change in total pancreatic mass (van der Weyden et al., 2006, van der Weyden et al., 2012) (Figures 5H and S5E). Lastly, consistent with observations in *dox-Ago2* animals, quantitative real-time PCR analysis in the islets of *ob/ob* mice and littermate controls showed the *miR-375* targets *Cadm1*, *Gephyrin*, *Rasd1*, and *Elavl4/HuD* to be decreased, whereas *Ago2* expression was significantly upregulated (Figure 5I).

**Figure 5:**
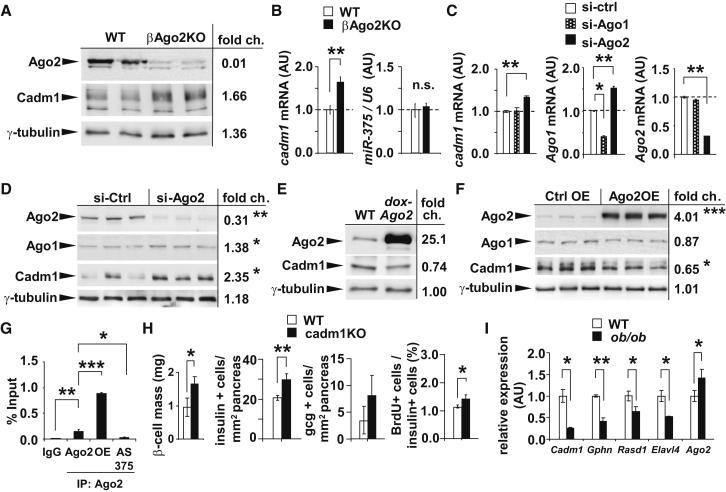
Argonaute2 Mediates *miR-375* Function in the Pancreatic β-Cell (A) Western blot analysis of Ago2 and Cadm1 from islets of 10-week-old βAgo2KO mice and WT littermates. (B) Quantitative real-time PCR analysis of *cadm1* and *miR-375* in islets of 10-week-old βAgo2KO mice and WT littermates (n = 4). (C) Quantitative real-time PCR analysis of *Cadm1*, *Ago1*, and *Ago2* after siRNA-mediated knockdown of *Ago1* and *Ago2* in MIN6 cells (n = 4). (D) Western blot analysis of Ago2, Ago1, and Cadm1 after siRNA-mediated knockdown of *Ago2* compared to scrambled control. (E) Western blot analysis of Ago2 and Cadm1 in islets from 10-week-old *dox-Ago2* mice and WT. (F) Western blot analysis of Ago2, Ago1, and Cadm1 after overexpression of *Ago2* compared to transfection control. (G) Quantitative real-time PCR analysis of *Cadm1* after immunopreciptation of Ago2 from MIN6 cells untransfected (Ago2), after overexpression of Ago2 (OE), and after inhibition of *miR-375* with antisense oligonucleotides (AS375) (n = 4). (H) β cell mass, morphometric analysis of insulin+ and glucagon+ cells, and ratio of BrdU to insulin+ cells in 18-week-old *cadm1*-knockout mice and littermates (n = 4). (I) Quantitative real-time PCR analysis of *Cadm1*, *Gephyrin*, *Rasd1*, *Elavl4*, and *Ago2* in islets of *ob/ob* and WT mice at 16 weeks of age (n = 5–6). Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01. See also Figure S5.

### Loss of Argonaute2 Blocks Proliferation during Insulin Resistance

To address whether Ago2 mediates the compensatory expansion of β cells during insulin resistance, we next crossed mice carrying the *Ago2*-floxed allele onto the *ob/ob* background to generate mice deficient in both *Ago2* and *leptin* (Ago2ob). In line with βAgo2KO mice, β cell mass and the number of insulin-positive cells were significantly reduced in Ago2ob animals compared to *ob/ob* littermates without any alterations in the number of glucagon-positive cells or total pancreatic mass (Figures 6A–6D). Furthermore, random glucose levels and the corresponding insulin levels were decreased, thereby underlining an important functional role for Ago2 in the growth and function of the β cell (Figures 6E and 6F). In spite of the decrease in β cell mass, Ago2ob mice exhibited higher circulating insulin levels after challenge and improved glucose tolerance, confirming again that loss of *Ago2* increases secretion in vivo (Figures 6G and 6H). Insulin sensitivity, body weight, or food intake (5.2 ± 0.4 in *ob/ob* and 5.0 ± 0.3 g/day in Ago2ob mice) were not significantly altered, but the decrease in both circulating glucose and insulin suggests insulin resistance has been partially attenuated (Figures 6I and 6J). In addition, western blotting analysis of isolated islets showed that loss of Ago2 expression resulted in increased levels of the *miR-375* target *Cadm1* (Figure 6K). Similar results in islet morphometry and glucose tolerance were observed in βAgo2KO mice placed on a HFD, indicating that the effect on β cell mass was consistent in multiple forms of insulin resistance and, although extrapancreatic recombination has been shown with this Cre line, including in the hypothalamus, energy expenditure or food intake was not affected (Figures 6L–6O and S6A–S6D).

**Figure 6:**
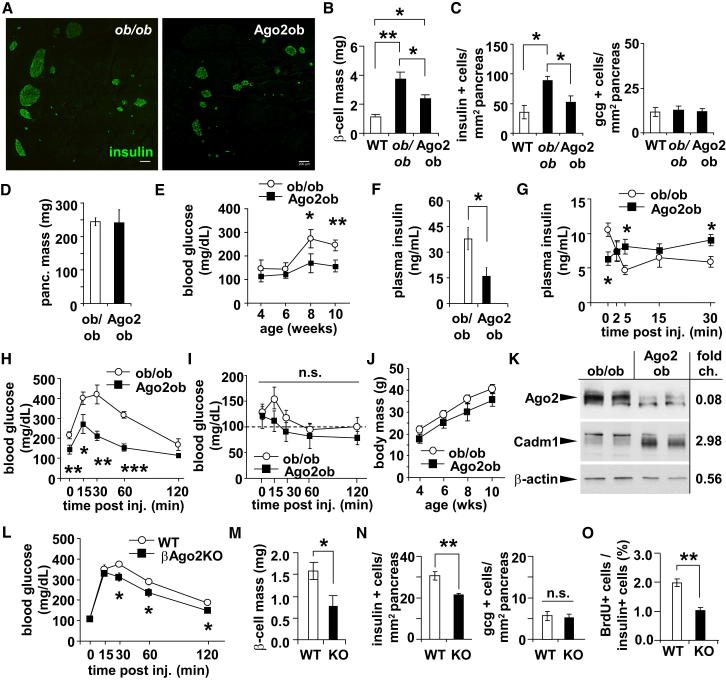
Loss of *Argonaute2* during Insulin Resistance Inhibits Compensatory Proliferation (A) Immunostaining of pancreatic sections from Ago2ob mice and *ob/ob* littermates with antibodies to insulin (green) and glucagon (red). Scale bars = 200 μm. (B) β cell mass analysis of 10-week-old wild-type (WT), *ob/ob*, and Ago2ob mice (n = 3). (C) Morphometric analysis of insulin+ and glucagon+ cells in 10-week-old WT, *ob/ob*, and Ago2ob (n = 4–5). (D) Pancreatic weight in 10-week-old Ago2ob mice and *ob/ob* littermates (n = 4–5). (E and F) Random blood glucose and plasma insulin levels of 10-week-old Ago2ob and littermate *ob/ob* mice (n = 4–5). (G) Plasma insulin levels after glucose bolus on 10-week-old Ago2ob mice and *ob/ob* littermates (n = 4–5). (H) Blood glucose levels during a GTT on 10-week-old Ago2ob mice and *ob/ob* littermates (n = 4–5). (I) Blood glucose levels during an ITT on 10-week-old Ago2ob mice and *ob/ob* littermates (n = 4–5). (J) Body weight of Ago2ob mice and *ob/ob* mice from 4–10 weeks of age (n = 4–5). (K) Western blot analysis of Ago2 and Cadm1 in islets from 10-week-old Ago2ob mice and *ob/ob* littermates. (L) Blood glucose levels during a GTT on 16-week-old βAgo2KO mice and littermates after 12 weeks on a HFD (n = 6). (M) β cell mass analysis in 16-week-old βAgo2KO mice and littermates after 12 weeks on a HFD (n = 6). (N and O) Morphometric analysis of insulin+, glucagon+, and BrdU+ cells in 16-week-old βAgo2KO mice and littermates after 12 weeks on a HFD (n = 6). Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. See also Figure S6.

### Administration of the Ketogenic Diet to *ob/ob* Mice Restores *miR-184* Expression

Published studies have shown that the administration of the ketogenic diet improves insulin sensitivity and glycemic status (Badman et al., 2009). To further support the functional relevance of *miR-184* and *Ago2* in the β cell, we next tested whether *miR-184* is regulated after administering the ketogenic diet to C57BL/6 mice (Keto mice). After 24 days on the diet, we observed ∼4-fold increase of *miR-184* in islets from Keto mice (Figure 7A). As previously shown, Keto mice exhibited decreased body weight and reduced glucose levels at steady state and during an ITT in line with improved insulin sensitivity (Figures 7B, S7A, and S7B). Consistent with mild ∼4-fold, overexpression of *miR-184*, Keto mice exhibited reduced insulin levels and impaired tolerance compared to control mice after a glucose challenge; however, no change was observed in β cell mass (Figures 7C, 7D, and S7C). Moreover, administration of the ketogenic diet to *ob/ob* mice (Keto/*ob)* for 15 days was sufficient to restore normal expression of *miR-184*; however, after 45 days, we observed a ∼18-fold increase in the expression of this miRNA in islets from Keto/*ob* mice compared to chow-fed, nonobese littermate controls (Ch-WT) (Figure 7E). Keto/*ob* mice also exhibited lower glucose levels during an ITT, reduced random glucose and plasma insulin levels, and no change in body weight (Figures 7F–7H, S7D, and S7E). Similar to Keto mice, Keto/*ob* mice were relatively more glucose intolerant as a result of decreased insulin release compared to Chow/ob littermates (Figures 7I and 7J). These results may reflect a significant reduction in the demand for insulin because Keto/*ob* mice are normoglycemic. Moreover, after 45 days on the ketogenic diet, we observed a decrease in β cell mass and Ki-67+ β cells in Keto/*ob* animals, and quantitative real-time PCR analysis at this time point showed *Ago2* and *Slc25a22* expression to be significantly reduced, whereas measurements produced by western blotting showed Cadm1 to be increased (Figures 7K–7M, S7F, and S7G). Taken together, these data further show that both *miR-184* and *Ago2* expression are inversely regulated in accordance with changes in the requirement for insulin.

**Figure 7:**
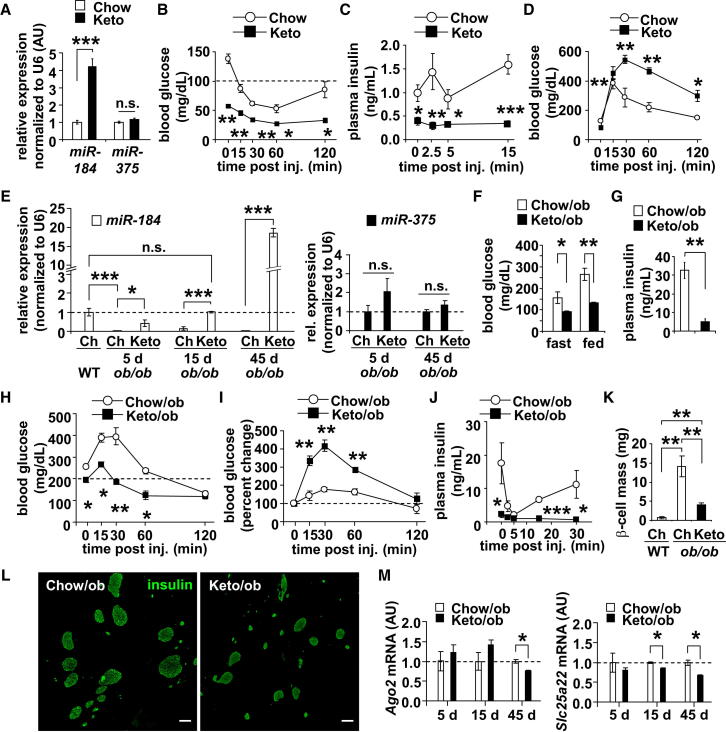
Administration of the Ketogenic Diet during Insulin Resistance Rescues *miR-184* Expression (A) Quantitative real-time PCR analysis of *miR-184* and *miR-375* in islets of 10-week-old C57BL/6 mice on chow (Chow) or ketogenic diet (Keto) for 24 days (n = 4). (B) Blood glucose levels during an ITT on 10-week-old Chow and Keto mice for 24 days (n = 4–5). (C and D) Plasma insulin and blood glucose levels after glucose challenge on 10-week-old Chow and Keto mice for 24 days (n = 4–5). (E) Quantitative real-time PCR analysis of *miR-184* and *miR-375* in islets of 16-week-old *ob/ob* mice on chow or ketogenic diet and WT littermates (n = 4). (F and G) Blood glucose and random plasma insulin levels in 16-week-old *ob/ob* mice on chow (Chow/ob) or ketogenic diet (Keto/ob) for 15 days (n = 4). (H) Blood glucose levels during an ITT on 16-week-old *ob/ob* mice on chow or ketogenic diet for 15 days (n = 4–5). (I and J) Plasma insulin and blood glucose levels after glucose challenge on 16-week-old *ob/ob* mice on chow or ketogenic diet for 15 days (n = 4-5). (K and L) Quantification of β cell mass after immunostaining pancreatic sections for insulin (green) of 16-week-old *ob/ob* mice on chow or ketogenic diet for 45 days (n = 3). Scale bars = 200 μm. (M) Quantitative real-time PCR analysis of *Ago2* and *Slc25a22* in islets of 16-week-old *ob/ob* mice on chow or ketogenic diet (n = 4–5). Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. See also Figure S7.

## Discussion

Here, we show that the onset of insulin resistance induces the silencing of *miR-184* in order to promote the function of *Ago2* in the pancreatic β cell. Our data suggest that *miR-184* acts as a “brake” on *Ago2* that becomes released to increase proliferation and accommodate the elevated demand for insulin. Moreover, we show that the increased expression of Ago2 will facilitate the function of *miR-375* in suppressing genes, including *Cadm1* in vivo. Our observations functionally associating *miR-184* together with *Ago2* and *miR-375* now identify a network within the miRNA pathway that coordinately regulates the compensatory proliferation of the β cell.

Interestingly, *miR-184* is unique as the most downregulated islet miRNA during insulin resistance, and additionally, administration of the ketogenic diet in *leptin*-deficient *ob/ob* mice rescued its expression. Furthermore, the increase of *miR-184* expression in the islets of *ob/ob* mice after restoring insulin sensitivity further underlines a dynamic role for the miRNA pathway in regulating β cell growth and function according to the demand for insulin. Published work identified the regulation of miRNAs in the retina according to light levels, thereby linking turnover of small RNAs with physiologic stimuli in neuronal cells; together, our results may indicate another common property between these cell types (Krol et al., 2010). Likewise, after treatment with serotonin in *Aplysia* sea snails, *miR-184* was significantly downregulated in the nervous system, the site of orthologous insulin expression (Rajasethupathy et al., 2009, Floyd et al., 1999). Moreover, serotonin has been previously shown to mediate compensatory expansion of the β cell during pregnancy (Kim et al., 2010). In line with these studies, we observed that *miR-184* was transiently decreased at day 18.5 of gestation in C57BL/6 mice and that the expression of this miRNA had been restored by day 5 in the postpartum phase. Neither *tryptophan hydroxlase 1* nor *2* (*Tph1*/*2*) were regulated in the pancreatic islets of *ob/ob* mice, further suggesting that multiple independent pathways promote proliferation in these models (Rieck et al., 2009). However, the robust consistency of the silencing of *miR-184* in both models of pregnancy and insulin resistance suggests that additional genes in the miRNA pathway will be identified as mediators of β cell proliferation (Jacovetti et al., 2012).

Importantly, our results continue to build on the numerous studies now supporting a role for miRNAs in mediating cellular stress responses (Leung and Sharp, 2010, Mendell and Olson, 2012). The observations made in Ago2ob animals would continue to indicate that several abundant miRNAs in the β cell coordinately contribute to this process. In addition, our current investigation continues to reinforce the role of miRNAs as inhibitors of insulin release (Poy et al., 2004, Tattikota et al., 2013, Bolmeson et al., 2011). Although the precise role of miRNAs remains unclear, the accumulating evidence may suggest that “brakes” on gene expression are essential in managing the dynamic nature of both first- and second-phase insulin release (Wang and Thurmond, 2009). Of note, the increased release of insulin after loss of *Ago2* expression in the β cells of *ob/ob* mice improved many aspects of the diabetic phenotype, including circulating glucose and insulin levels, and glucose tolerance; however, this came at the expense of β cell mass and may suggest that the miRNA pathway mediates a delicate balance between both growth and secretion. Many of the genes being targeted by small RNAs in the β cell may regulate this balance via independent mechanisms. Several studies indicate F-actin and the microtubule networks are actively engaged in managing insulin release and many of the targets of *miR-375*, including *Cadm1* and *Gephyrin*, may contribute to the remodeling of the cytoskeleton (Seino et al., 2011, Charrier et al., 2010, Masuda et al., 2010). In addition, published studies have already shown that during pregnancy, Rasd1 acts as a growth suppressor and is inhibited during islet expansion and then is increased in the postpartum phase when islet mass is restored (Lellis-Santos et al., 2012). Also, inhibition of the RNA-binding protein HuD/Elavl4 was shown to promote expression of insulin (Lee et al., 2012). Lastly, as evidenced in the differences in the phenotypes of *dox-184* and βAgo2KO mice, our observations supporting *Slc25a22*, a regulator of glutamate transport and secretion in the β cell, as an additional target of *miR-184* indicates that this miRNA may also regulate both proliferation and exocytosis through the targeting of different genes (Casimir et al., 2009). Future studies will presumably continue to establish that numerous targets of all miRNAs conspire to orchestrate the demands placed on the cell during insulin resistance, including growth and the continual recruitment of insulin-containing granules. It will also remain to be seen whether specific miRNA-mediated gene regulations are unique to their metabolic context, including insulin resistance, fasting, hypoxia, and cold exposure (Dumortier et al., 2013). Published studies have illustrated reduced expression of *miR-375* in the pancreatic islets of *db/db* mice and Goto-Kakizaki rats, suggesting that differential roles may exist for miRNAs and their targets according to alterations in the metabolic environment (Zhu et al., 2013, El Ouaamari et al., 2008).

Therefore, it will be important to understand the factors that dictate the kinetics of miRNA regulation in the β cell. It also remains to be determined whether the same genes that expedite the decay of *miR-184* during insulin resistance are the same factors that promote its expression as sensitivity improves after administration of the ketogenic diet. Moreover, the increase in *miR-184* that results from this diet and the resulting suppression of insulin release indicate that miRNAs play a significant role in the maintenance of steady-state circulating glucose and insulin levels. Furthermore, the identification of increased *miR-184* expression can explain the simultaneous occurrence of both improved insulin sensitivity and glucose intolerance observed in mice on ketogenic diet. Although the results appear paradoxical at first, this may be explained by the drastic reduction in both circulating glucose and the demand for insulin. Another apparent conflict appears in the mouse models exhibiting hypersecretion and decreased β cell mass. However, in spite of the reduction in β cell mass in Ago2ob mice (35% lower compared to *ob/ob* littermates), the decrease is significantly below the threshold that would induce hyperglycemia (Orland et al., 1985). *Ago2*-deficient models still maintain the capacity to transiently secrete higher amounts of insulin because β cells release a relatively small percentage of its stored granule pool in response to glucose (Seino et al., 2011). Conversely, although increased expression of Ago2 causes transient glucose intolerance in *dox-Ago2* mice, these mice have normal circulating glucose and insulin levels and insulin sensitivity, and therefore it is unlikely that the increase in Ago2 levels in the islets of *ob/ob* mice plays a causal role in the hyperglycemia or hyperinsulinemia. As shown in *dox-184ob* animals, restoring *miR-184* in the β cell and reducing Ago2 levels in an insulin-resistant model exacerbated the diabetic phenotype. In contrast, reducing glucose levels and the demand for insulin in *ob/ob* mice by administration of ketogenic diet to ultimately suppress *Ago2* and restore β cell mass underlines an important function this gene plays in the adaptation of the β cell according to metabolic need.

Many aspects of β cell physiology remain largely unexplored in terms of nutrient sensing, cellular metabolism, and intercellular signaling pathways. Our observations on the effects of the ketogenic diet on miRNA function in the β cell unify several poorly understood mechanisms and reinforce the potential in studying the role of small RNAs in physiologic stresses. Continued emphasis on characterizing the functional role of miRNA targets in this cell type should bring clarity in understanding how the network of small RNAs contribute to maintaining essential metabolic processes and how their failure ultimately leads to disease.

## Experimental Procedures

### Generation and Maintenance of Animals

Mice were maintained on a 12 hr light/dark cycle with ad libitum access to regular chow food, a HFD (containing 60% kcal fat, cat. no. E15741-347, ssniff Spezialdiäten GmbH), or a ketogenic diet (cat. No. E15149-30, ssniff Spezialdiäten GmbH) in accordance with requirements established by Landesamt für Gesundheit und Soziales (Lageso). All experimental procedures were approved under protocols G 0357/10, O 0405/09, and T 0436/08. Results were consistent in both genders; however, data from female mice are not shown. Total *Cadm1* knockouts and floxed *Ago2* mice were generated as described (van der Weyden et al., 2006, O’Carroll et al., 2007). The total *miR-184* knockout was generated by D. Aberdam and R. Shalom-Feuerstein (Institut Clinique de la Souris) and genotyped with forward and reverse primers 5′ ACTGAACATTATTTCATGGGCCGGG and 5′ AACTACAACTGTTTGGCTAGCAGGGTG (knockout allele) and the substitute reverse primer 5′ CGCTGAGACCTTGTGATAAACCGTT (wild-type allele). To generate *dox-184* mice, a 292 bp genome fragment encompassing *miR-184* precursor was amplified using the primers 5′ TGCTGAAGAGTGGCCTGCTAGG and 5′ CTCCTCCTCACGTCCTGTGGTA, cloned into a pTRE-2 vector (Clontech), and the resulting construct was used for microinjections. The *Ago2*-tetO mice were generated from a mouse *Ago2* cDNA construct (a kind gift of G. Meister, University of Regensburg) (Nir et al., 2007).

### Gene Expression Analysis in Mouse and Human Islets

Small RNA sequencing and expression analysis from cell lines and mouse islets was performed as described; primers used with FastStart SYBR Green PCR Master Mix (Roche) are available upon request (Tattikota et al., 2013). Relative quantification of *Ago* genes was determined after normalization with standard curves established with mouse *Ago1-4* cDNA constructs (G. Meister). RIP experiments using Ago1 and Ago2 antibodies were performed as described (Keene et al., 2006). Human islets were obtained with research consent and selected based on islet cell purity and isolated at the University of Virginia, Oxford DRWF Human Islet Isolation Facility and Prodo Laboratories (USA) (Morán et al., 2012). Information for nondiabetic and diabetic donors is provided in Table S2.

### Analytic Procedures

Insulin measurements from plasma and pancreatic extracts were measured by radioimmunoassay (RIA) (Millipore), and blood glucose and luciferase assays were measured as described previously (Poy et al., 2009). Islet morphometric analysis after intraperitoneal injections of BrdU on four consecutive days (50 μg/g BW, Sigma B5002) was performed on 8 μm sections of paraffin-embedded pancreas approximately 150–200 μm apart. Sections were dewaxed, washed, and stained for insulin (Dako A0564), glucagon (Millipore AB932), BrdU (Abcam ab6326), Ki-67 (Dako), or TUNEL (Roche cat. no.12156792910). Cell numbers from all islets in 3–7 sections were counted with ImageJ software from 20X images obtained using a Zeiss LSM700 (Schneider et al., 2012). β cell mass was measured as the ratio of insulin-positive cell area to the total tissue area, multiplied by the weight of the pancreas using Imaris software (Bitplane). In vivo insulin release and glucose (GTT) or insulin (ITT) tolerance tests were performed following a 6 hr fast and injected intraperitoneally with either glucose (2 g/kg BW) or insulin (0.75 U/kg BW).

### Cell Culture, Immunoprecipitation, and Antibodies

MIN6 cells were cultured in Dulbecco’s modified Eagle’s medium (Invitrogen) containing 4.5 g/l glucose supplemented with 15% v/v heat-inactivated FCS, 50 μM β-mercaptoethanol, and 50 mg/ml penicillin, and 100 mg/ml streptomycin and insulin release was performed as described (Poy et al., 2004). Antibodies were as described: Gephyrin (BD 610584), Rasd1 (Millipore AB15794), Ago2 (for immunoprecipitation, Wako 018-22021), Ago2 (for western blotting, Cell Signaling C34C6), Ago1 (MBL RN028PW), Slc25a22 (Sigma AV44041), HuD/Elavl4 (Santa Cruz sc-48421), γ-tubulin (Sigma T6557), Cadm1 (Sigma S4945), and β-actin (Sigma). Guinea pig anti-insulin and rabbit anti-glucagon antibodies (Millipore) were used on paraffin-embedded pancreata fixed in 4% paraformaldehyde for 3 hr.

### Statistical Analysis

Pearson’s R coefficient and independent two-group Mann-Whitney tests were implemented using the R statistical package (http://www.r-project.org). Comparisons between data sets with two groups were evaluated using an unpaired Student’s t test. ANOVA analysis was performed for comparisons of three or more groups. A p value of less than or equal to 0.05 was considered statistically significant. Results presented as mean ± SEM. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001.

## Accession Numbers

The NCBI Gene Expression Omnibus (GEO) accession number for referenced array data is GSE46623.

## Supplemental Information

Document S1. Figures S1–S7, Supplemental Experimental Procedures, and Table S2

Table S1. Small RNA Sequencing Profile of Pancreatic Islets from *ob/ob* Mice and C57BL/6J Littermates, Related to Figure 1

How the deposited data were processed for this re-analysis (not part of the article)

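RNA of MIN6 cells was measured on 12 Illumina MouseWG-6 v2 arrays in 6 groups of 2: an untransfected control with doxycycline, a transfected control without it, and transfected cells given 1 µg/ml doxycycline for 16, 24, 48 or 72 hr. The authors deposited 2 kinds of values. The first holds signal intensities averaged over the beads of each probe, not normalized between arrays. The authors deposited with these a detection p-value per probe and array, which was made from the share of negative control beads brighter than the probe and was not normalized. The second holds intensities after quantile normalization, for which the processing notes name lumi without a version. These have a median of 70.22 on every array and were used only as an alternative. All 12 arrays have 45281 probes, and the detection p moves in steps of 1 in 936.

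The unnormalized intensities were background corrected with the detection p-values, quantile normalized and set on the log2 scale with an offset of 16 by neqc of limma 3.58.1 in R 4.3.3. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9. Probes with a detection p under 0.01 on at least 2 arrays were kept, 17556 in all. For 3744 genes with more than 1 kept probe, the probe with the highest mean was used. This left 12001 features, of which 9493 were named genes and 2508 were probes without a gene name. The annotation names 34885 probes with 1 symbol and 18 with several, and 10378 probes of the arrays are not in it. The match of 34807 probes by Entrez ID to a GRCm38.p6 gene table changed 0 symbols.

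A linear model of the 6 groups was fitted with limma, with a moderated test, a trend of variance with signal, and 6 residual degrees of freedom. Comparisons were those of each time of induction with the transfected control, of the 72 with the 16 hr arrays, and of the 2 controls. An adjusted p under 0.05 (Benjamini-Hochberg) was the threshold. Replicate numbers follow the slides, and residuals of arrays with the same number correlated in all 15 pairs of groups (0.207 to 0.628, median 0.434). A fit with the slide as a block, with 5 residual degrees of freedom, was therefore run for each comparison. A group in which no array had a detection p under 0.01 was taken as not well above background, and its fold is then given as a lower bound. For Ago2 and Laptm4a, all induced arrays were compared with all controls by exact two-sided permutation tests.

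The rule for the genes named was set before the data were examined, as were the lists. It takes the genes the paper names, up to 4 members of a list described, those with the smallest p, and, among genes changed the same way on both slides, the 10 highest and 10 lowest past the threshold at 16 hr and the 5 highest and 5 lowest in each other comparison. Where fewer pass, it takes those with the smallest unadjusted p. Genes called only in the fit without the 48 and 72 hr arrays, and Ddit3 and Herpud1, were chosen after their values were seen. So were the changes of Laptm4a and Nmu from 16 to 72 hr and the permutation test of Laptm4a. Not all genes that the rule takes are named in the text. The 24 lists were tested by camera with a correlation of 0.01, by camera with an estimated correlation, and by fry. With an estimated correlation no list passed in any comparison.

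The procedure was tested on simulated data with 2 arrays per group, 12001 features and 200 changed genes in each of 5 runs. Of genes changed by 0.5, 1 and 2 on the log2 scale, it found 2.99%, 40.0% and 89.7% without the block, and 11.9%, 68.1% and 97.3% with it. False calls were 0.6 and 4.2 per run. Each gene had the same spread in every group, so that the unequal spreads of the groups were not simulated.

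Alternatives were the slide as a block, another background offset, no background correction, median scaling, the authors' normalized intensities, other filters, every kept probe on its own, a fit of only the 2 groups compared, the test named in the paper's methods, the untransfected control, and leaving out each array. Fits without the later arrays were added after the data were seen. The analysis of miR-184 sites was left out, since no 3′ UTR sequence was used here. For arrays, their number limits the precision.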

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

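All tests of technical explanations in this part were chosen after the results were seen. Each result here lies in samples or genes the paper does not discuss, or differs between times of induction.

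After 72 hr of induction, 658 features changed against the transfected control, 328 higher and 330 lower, of which 558 were named genes. With the slide as a block 2305 did, of which 1908 were named genes. At 48 hr no feature passed without the block (1296 had an unadjusted p under 0.05) and 114 passed with it. At 24 hr, 0 passed without it (138 at an unadjusted p under 0.05) and 2 with it: Laptm4a (−1.93, adjusted p = 0.000115) and Nmu, at least 1.57-fold higher (adjusted p = 0.0165). Nmu at 24 h did not pass with any 1 of the 4 arrays compared left out (0.0684 to 0.944). The number of genes changed at 72 h without the block, unnamed probes included, was 0 without transfected control replicate 2 or induced 72 hr replicate 2, 20 without transfected control replicate 1 and 1504 without induced 72 hr replicate 1, so that each call named here for 72 hr without the block rests on both of the first 2 arrays. With the block these counts were 165, 743, 1411 and 2875 (genes changed at 72 h with the slide in the fit). At 48 hr with the block the count was 1 without transfected control replicate 2 or induced 48 hr replicate 2, 5 without transfected control replicate 1 and 975 without induced 48 hr replicate 1 (genes changed at 48 h with the slide in the fit). Features with the same change against both controls at 72 hr numbered 506 without the block and 1797 with it. Both comparisons use the same 72 hr arrays, so that this agreement is no independent evidence.

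The 28 tested genes of the ATF4 and amino acid response had a median log2 fold change of 1.68 at 72 hr (slides 1.35 and 1.77). Of these, 10 were higher and none lower, or 24 higher adjusted over the list alone. They include Trib3 (2.97, SE 0.66, adjusted p = 0.0347), Cars (1.71, adjusted p = 0.0212), Vldlr (1.78, adjusted p = 0.0223) and Sesn2 (1.73, adjusted p = 0.0277). The list passed camera (adjusted p = 1.08e-12) but not with an estimated correlation (0.434). Normalization is argued against, since the lowest median under 3 other settings was 1.54. Of these settings, only median scaling did not use quantile normalization between arrays. Doxycycline without induced miR-184 stays open. The untransfected control, which received it, was higher than the transfected control by a median of 0.10, but its exposure is not given, and the list did not rise after 16 hr of induction either (−0.16). Time in culture stays open too, since the median rose by 1.83 from 16 to 72 hr and no uninduced array is known to have been kept as long. Position on the slide cannot be told apart from the group. Prolonged induction of miR-184 may also raise these genes, which the design names but which was not tested apart from these.

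The 25 tested genes listed for the unfolded protein response had a median of −0.84 at 72 hr, 14 lower and 2 higher (18 lower and 4 higher adjusted over the list alone). Members thus went both ways, and the median does not measure the response as a whole. Among those lower were Calr (−1.20, adjusted p = 0.0134), Pdia6 (−1.71, 0.0146), Sdf2l1 (−1.59, 0.0148) and Wfs1 (−1.31, 0.0152), while Ddit3 (2.03, 0.0418) and Herpud1 (1.22, 0.0407) rose. The list passed camera (adjusted p = 5.4e-07) and not with an estimated correlation (0.271). No explanation was tested for it.

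Laptm4a was lower in all 8 induced arrays than in the 4 controls (−1.70, two-sided exact permutation test, p = 0.00202, or 0.00444 with permutations within each slide, each the smallest it can give). Since the gene was picked from 12001 features on the same arrays, these p-values are no independent evidence. At 16 hr its log2 fold change was −1.75, past the test in all 9 settings with the slide as a block and in none without it. The transfected control carried the same plasmids, so that the groups compared at 16 hr do not differ in transfection. The transfected control differed from the untransfected control by −0.26 (SE 0.148). These controls differ in doxycycline too, so that this value cannot isolate an effect of transfection. Doxycycline without induced miR-184 stays open. The untransfected control, which received it, was higher than the transfected control by 0.26, but its exposure is not given. Normalization or background correction is argued against, since the value nearest 0 under 4 others was −1.67. Of these 4, only median scaling did not use quantile normalization between arrays. Doxycycline acting through rtTA without miR-184 has no array, position on the slide cannot be told apart from the group, and 1 probe was read. A response to induced miR-184 may underlie it, and whether the transcript holds a site was not tested.

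From 16 to 72 hr, 368 features changed, 195 higher and 173 lower, of which 313 were named genes. With the block 2237 did, of which 1854 were named genes. Without the block, the number of genes changed from 16 h to 72 h, unnamed probes included, was 0 without either 16 hr array or without induced 72 hr replicate 2, and 1512 without induced 72 hr replicate 1. The change of Laptm4a from 16 h to 72 h was 0.85 (SE 0.34, adjusted p = 0.144, or 0.0463 without induced 72 hr replicate 1). With the block it passed (0.0042), though not without induced 16 hr replicate 2 (0.0635). Nmu was at least 1.27-fold lower at 72 than at 16 hr (adjusted p = 0.0443), and Nmu from 16 h to 72 h passed without the block in none of the fits that leave out 1 of these arrays (0.0641 to 0.274).

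The controls differ in plasmids and in doxycycline, which only the untransfected control received, so that these cannot be told apart. Cxcl10, a chemokine gene, was at least 1.90-fold higher in the transfected than in the untransfected control. Its adjusted p was 0.162, or 0.0455 with the slide as a block and 0.0439 for Cxcl10 by transfection in the authors' normalized values. With the block, leaving out any 1 of the 4 control arrays ended the call (0.0985 to 1.00).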

How the results depend on the processing

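Fits without the 48 and 72 hr arrays were added after the data were seen. Over all results and settings, 2112 values were the same. For a gene or list this means that direction and side of the threshold were kept. For a count it means a change of at most 1.5 times. Of the rest, 222 came to pass, 175 ceased to pass, 12 reversed and 70 counts moved by over 1.5 times. For the 22 named genes at 16 h, 494 of 525 values were the same, 28 came to pass and 3 reversed, and none could cease to pass, since none passed without the block. Counts of genes changed include probes without a gene name. Ago2 at 16 h was lower in 25 of 26 settings and passed in none. Some settings, such as the slide as a block and the t-test, change the p-value and not the difference. Their direction was thus fixed in advance, here and for the 22 named genes. The causes were not tested, except where fewer arrays or genes lower the power by construction.

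Pairing the arrays through the replicate block raised the counts. The block gave 1 for genes changed at 16 h (0 without it), 2 for genes changed at 24 h (0), 114 for genes changed at 48 h (0), 2305 for genes changed at 72 h (658), 1 for genes changed by transfection (0) and 2237 for genes changed from 16 h to 72 h (368). The methods' t-test, unadjusted, gave 389, 446, 604, 1331, 338 and 1362 in the same order, and with Benjamini-Hochberg 0 at 72 h and 0 from 16 h to 72 h. For genes changed at 72 h, a fit of only the groups compared gave 387 and one without the 48 h arrays 1277. For genes changed from 16 h to 72 h, every kept probe gave 559 and leaving out the 48 h arrays 1183. The authors' deposited values gave 1 for genes changed by transfection. With the block and without the 48 and 72 h arrays, genes changed at 16 h with the slide in the fit were 6, genes changed at 24 h with the slide in the fit 12 and genes changed by transfection with the slide in the fit 21.

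Leaving out 1 array in turn gave 0 to 454 at 48 h, 0 to 1504 at 72 h and 0 to 1512 from 16 h to 72 h. With the slide in the fit, these were 1 at 24 h, 1 to 975 at 48 h, 165 to 2875 at 72 h, 0 by transfection and 8 to 2834 from 16 h to 72 h. A lone array is taken to vary like the other groups.

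For gene lists changed at 16 h (0), the block, the deposited values and median scaling each gave 1 and the untransfected control 4, with 0 to 1 over leave-one-out fits. With an estimated correlation, gene lists changed at 24 h, gene lists changed at 48 h, gene lists changed at 72 h, gene lists changed by transfection and gene lists changed from 16 h to 72 h were 0. Leave-one-out fits gave 1 at 24 h, 3 to 6 at 48 h, 5 to 7 at 72 h, 0 to 4 by transfection and 4 to 8 from 16 h to 72 h. Without a filter, transfection gave 1 and 16 h to 72 h gave 8, where median scaling gave 9, and the untransfected control gave 9 at 72 h.

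Against the untransfected control, Rflna at 16 h (−0.10), Sct at 16 h (−0.13), Plekhg6 at 16 h (−0.17), Sct at 24 h (−0.0079), Rflna at 24 h (−0.035), Cxcl10 at 48 h (0.62) and the immediate early genes at 16 h (0.062) took the other sign. For Cxcl10 both groups were not well above background, so that no direction is read from its value. Ago2 at 16 h was 0.082 without induced 16 h replicate 1, in a range from −0.82, and −0.14 with the block, since the fit without it sets the lone array against controls of both slides. Ago2 at 72 h was −0.11 without transfected control replicate 1 (0.14 with the block; range to 0.53) and −0.10 by another probe. Ago2 in all induced arrays was 0.024 without induced 16 h replicate 1 and 0.017 without transfected control replicate 2 (range −0.20 to 0.024). Signal over background limited Slc25a22 at 16 h, for which only fits without the filter were run, and the alternatives for miR-184 sites were not run, since no 3′ UTR sequence was used.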

Differences from the paper's values

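The paper's text states no array value in numbers and names no control, test or threshold for the arrays. Its supplemental document with Figures S1E–S1H and the supplemental procedures was not used here. The paper's general statistics section names the unpaired Student's t test for 2 groups, ANOVA for more groups, and a threshold of 0.05. It does not say which was used for the arrays.

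The paper states that Ago2 was downregulated on the arrays. Here Ago2 was lower on both slides at 16 hr (−0.37), and it passed an adjusted p of 0.05 in none of 26 settings, where the smallest adjusted p was 0.733. Its unadjusted p was 0.275 from limma and 0.0611 with the slide as a block, and by the t-test of the paper's methods it was 0.572. An unadjusted p under 0.05 for Ago2 at 16 h came from limma without induced 16 hr replicate 2 (0.0362, or 0.0154 with the block), against the untransfected control with the block (0.0431), and with the block but without the 48 and 72 hr arrays (0.0259), which was chosen after seeing the values. The same probe had 0.0482 with the block in the fit of every probe without a filter. All settings refit the same 12 arrays. In the simulation, 2.99% of genes changed by 0.5 were found without the block and 11.9% with it. Missing the threshold therefore cannot tell a change of 0.5 from none. Of genes changed by 1, 40.0% and 68.1% were found. The simulation held 200 changed genes and gave each gene the same spread in every group, so that these shares need not hold for the 16 hr arrays. The paper also reports reporter assays, in which mutating the binding site ended the effect, and lower Ago2 mRNA and protein after miR-184 was overexpressed in MIN6 cells. In mouse islets it reports higher Ago2 where miR-184 was knocked out and lower Ago2 where miR-184 was overexpressed.

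The paper states that several predicted genes fell on the arrays. Its predicted set is not used here. Of 9 tested genes reported as miR-184 targets, 4 were lower and 5 higher at 16 hr, and 1 of them, Ago2, was lower on both slides. Slc25a22, which the paper tests in Figure S1H, read lower on both slides than in the transfected control but not well above background. Its signals in the untransfected control were 81.7 and 105.1, and after 16 hr 82.4 and 90.3, and on the normalized scale the 16 hr arrays did not read lower than that control. Without a filter its unadjusted p with the slide as a block was 0.0466, and its adjusted p was 1 over all probes.

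The paper describes the 16 hr experiment as run in triplicate. The groups analysed here have 2 arrays each.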

Other observations

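The fits without the 48 and 72 hr arrays in this part were chosen after the data were seen.

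Beside the genes of stress responses, the genes lower after 72 hr of induction included Gcg, the glucagon gene (−1.93, SE 0.29, adjusted p = 0.0134), Bhlha15, a transcription factor of secretory cells (−2.83, adjusted p = 0.0277), Il4 (−3.12, adjusted p = 0.0134), Meltf (−2.49, adjusted p = 0.0146) and Tmem45b (at least 7.25-fold, adjusted p = 0.0134). The glycine transporter gene Slc6a9 (3.54, adjusted p = 0.0451) and Cib3 (at least 6.28-fold, adjusted p = 0.0134) were higher. The cause was not tested for these genes. Tubg1, a gene the paper names, was lower (−0.60, SE 0.13, adjusted p = 0.0308), and at −0.44 against the untransfected control (adjusted p = 0.0579, or 0.0266 with the slide as a block). Actb, another such gene, was at −0.41 against the transfected control and did not pass (adjusted p = 0.166, or 0.0627 with the block). The other probes of Actb went both ways (0.94, 0.86, 0.01 and −0.64). Without transfected control replicate 1, Gcg at 72 h (0.0688) and Tubg1 at 72 h (0.108) did not pass. Cadm1 (0.52) and Gphn (0.49) did not pass without the block (adjusted p = 0.0748 and 0.114). They passed with it (0.0300 and 0.0437) and, without it, adjusted over the list alone (0.0270 and 0.0405). The other kept probes of Gphn read less at 72 hr, 0.36, 0.24 and 0.16. Against the untransfected control Cadm1 was at 0.18 and Gphn at 0.33, and neither passed with the block (0.430 and 0.151) or adjusted over the list alone (0.407 and 0.169). With the block, Gphn at 72 h did not pass with any 1 of the 4 arrays compared left out (0.0642 to 0.248), and Cadm1 at 72 h passed only without induced 72 hr replicate 1 (0.00852, otherwise 0.0911 to 0.257). Tph1 was at −1.28 (adjusted p = 0.104, 0.0210 with the block, and 0.0405 adjusted over the list alone without it), and at −2.27 against the untransfected control (adjusted p = 0.0223). With the block, Tph1 at 72 h did not pass without transfected control replicate 2 (0.213) or induced 72 hr replicate 2 (0.193). Ago2 was at −0.20 at 24 hr, 0.10 at 48 hr and 0.21 at 72 hr, and its difference of 0.58 from 16 to 72 hr did not pass without the block (adjusted p = 0.287) and passed with it (0.0418), though with any 1 of the 4 arrays left out Ago2 from 16 h to 72 h did not (0.0941 to 0.312). The other 2 probes of Ago2 gave 0.32 and 0.22 for that difference. Over all induced arrays Ago2 differed from the controls by −0.08 (two-sided exact permutation test, p = 0.731).

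Genes of sterol synthesis had a median of −0.49 at 72 hr (2 of 25 lower, 9 with the block, and 9 adjusted over the list alone) and genes of oxidative phosphorylation −0.19 (3 of 47 lower, 11 with the block, and 8 adjusted over the list alone). Both lists passed camera (adjusted p = 0.000126 and 0.000301), and neither with an estimated correlation (0.434 and 0.271).

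At 48 hr, with the slide as a block, Klhl24 (2.28, adjusted p = 0.0025), Sphk1 (1.85, adjusted p = 0.0117) and Ppm1h (1.26, adjusted p = 0.00813) were higher and Atf6b (−0.85, adjusted p = 0.0175) was lower. With 1 array left out, Klhl24 at 48 h did not pass without transfected control replicate 2 (0.0944) or induced 48 hr replicate 2 (0.0503). Sphk1 at 48 h (0.0935 to 0.134), Ppm1h at 48 h (0.0935 to 0.110) and Atf6b at 48 h (0.0935 to 0.179) passed only when the array left out was induced 48 hr replicate 1. The slides differed at 48 hr: the genes of the ATF4 and amino acid response had medians of 0.02 and 1.80, and those of the unfolded protein response −0.40 and −0.84. Both lists passed camera there (adjusted p = 1.45e-08 and 2.07e-09), and neither with an estimated correlation (0.556 and 0.267).

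The controls differ in both plasmids and doxycycline. By camera, the interferon genes (median 0.17, adjusted p = 0.00101), the p53 genes (0.15, adjusted p = 3.08e-05) and the immediate early genes (0.15, adjusted p = 0.00623) were higher in the transfected control. None of these lists passed with an estimated correlation (0.684, 0.221 and 0.684). In the fit without the 48 and 72 hr arrays and with the slide as a block, Plekhg6 (−1.14), Sct (−0.73) and Rflna (−0.74) were lower in the transfected than in the untransfected control. The transfected control was the only group without doxycycline. The 16 hr arrays, with plasmids and doxycycline, were at −0.17, −0.13 and −0.10 for these genes against the untransfected control.

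When sorted, 99.07% of the authors' normalized intensities were equal between arrays, and the largest relative difference was 0.000594. Of the lowest of these values, 99.67% came out whole when multiplied by 18, at the last decimal of the unnormalized intensities and within the rounding of the file, where chance gives 3.96%. Multiplied by 12, 33.35% did.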
